# A Screen for Epigenetically Silenced microRNA Genes in Gastrointestinal Stromal Tumors

**DOI:** 10.1371/journal.pone.0133754

**Published:** 2015-07-27

**Authors:** Mai Isosaka, Takeshi Niinuma, Masanori Nojima, Masahiro Kai, Eiichiro Yamamoto, Reo Maruyama, Takayuki Nobuoka, Toshirou Nishida, Tatsuo Kanda, Takahiro Taguchi, Tadashi Hasegawa, Takashi Tokino, Koichi Hirata, Hiromu Suzuki, Yasuhisa Shinomura

## Abstract

**Background:**

Dysregulation of microRNA (miRNA) has been implicated in gastrointestinal stromal tumors (GISTs) but the mechanism is not fully understood. In this study, we aimed to explore the involvement of epigenetic alteration of miRNA genes in GISTs.

**Methods:**

GIST-T1 cells were treated with 5-aza-2’-deoxycytidine (5-aza-dC) and 4-phenylbutyric acid (PBA), after which miRNA expression profiles were analyzed using TaqMan miRNA arrays. DNA methylation was then analyzed using bisulfite pyrosequencing. The functions of miRNAs were examined using MTT assays, wound-healing assays, Boyden chamber assays and Matrigel invasion assays. Gene expression microarrays were analyzed to assess effect of ectopic miRNA expression in GIST-T1 cells.

**Results:**

Of the 754 miRNAs analyzed, 61 were significantly upregulated in GIST-T1 cells treated with 5-aza-dC plus PBA. Among those, 21 miRNA genes were associated with an upstream CpG island (CGI), and the CGIs of miR-34a and miR-335 were frequently methylated in GIST-T1 cells and primary GIST specimens. Transfection of miR-34a or miR-335 mimic molecules into GIST-T1 cells suppressed cell proliferation, and miR-34a also inhibited migration and invasion by GIST-T1 cells. Moreover, miR-34a downregulated a number of predicted target genes, including *PDGFRA*. RNA interference-mediated knockdown of *PDGFRA* in GIST-T1 cells suppressed cell proliferation, suggesting the tumor suppressive effect of *miR-34a* is mediated, at least in part, through targeting *PDGFRA*.

**Conclusions:**

Our results suggest that miR-34a and miR-335 are candidate tumor suppressive miRNAs in GISTs, and that they are frequent targets of epigenetic silencing in GISTs.

## Introduction

Gastrointestinal stromal tumors (GISTs) are the most common mesenchymal tumors of the gastrointestinal tract [1]. GISTs occur predominantly in the stomach (50–60%) and small intestine (30–35%), and are thought to originate from interstitial cells of Cajal (ICC) or their precursor cells. More than 80% of GISTs have a gain of function mutation within *KIT*, which results in the constitutive activation of the c-KIT receptor. Alternatively, approximately one-third of GISTs with no *KIT* mutations carry mutations in *PDGFRA*, which encodes platelet-derived growth factor receptor α. In addition to *KIT* and *PDGFRA* mutations, a majority of GISTs acquire other genetic and epigenetic abnormalities during their malignant progression. For instance, earlier cytogenetic, fluorescence in situ hybridization (FISH) and comparative genomic hybridization (CGH) studies revealed frequent losses at 14q and 22q [2]. Moreover, recent array CGH analyses identified a number of chromosomal imbalances that could be relevant to the pathogenesis of GISTs [2, 3]. In addition to genetic alterations, aberrant DNA methylation has also been implicated in the development of GISTs. We previously showed that hypomethylation of repetitive sequences, including LINE-1, correlates with increased chromosomal aberration and GIST malignancy [4], and a recent genome-wide DNA methylation analysis revealed that hypermethylation of three genes (*REC8*, *PAX3* and *p16*) is strongly associated with aggressive clinical behavior and an unfavorable prognosis [5].

MicroRNAs (miRNAs) are a group of small noncoding RNAs that negatively regulate the translation and stability of partially complementary target messenger RNAs [6]. miRNAs are highly conserved among species and play critical roles in a variety of biological processes, including development, differentiation, cell proliferation and apoptosis. Consistent with their role in these processes, a number of studies have shown widespread alterations in the expression patterns of miRNAs in various malignancies, including GISTs [7, 8]. For instance, the patterns of miRNA expression in GISTs reflect the status of 14q loss, tumor locations and risk grades [9, 10]. We recently reported that elevated miR-196a expression is tightly associated with the malignant characteristics of GISTs [11], while other groups have reported downregulated expression of the putative tumor suppressors miR-137 and miR-218 in GISTs [12, 13]. Although the mechanisms underlying miRNA dysregulation in cancer are not yet fully understood, recent studies have shown that the silencing of several miRNAs is tightly linked to epigenetic mechanisms, including histone modification and DNA methylation. Treatment with histone deacetylase (HDAC) and DNA methyltransferase (DNMT) inhibitors restored expression of various miRNAs in cancer cells, and the list of miRNA genes methylated in cancer is rapidly growing [14]. When we screened for epigenetically silenced miRNA genes in colorectal (CRC), gastric and bladder cancers, we found a number of miRNA genes silenced in association with methylation of CpG islands (CGIs) in their promoter regions [15–18]. However, the involvement of epigenetic alterations in the dysregulation of miRNAs in GIST has not been reported up to now.

In the present study, we aimed to identify miRNAs associated with the pathogenesis of GISTs. To that end, we searched for miRNA genes epigenetically silenced in GIST cells by screening for miRNAs whose expression was upregulated by DNA demethylation and HDAC inhibition. We found that miR-34a and miR-335 are frequent targets of epigenetic silencing in GISTs, and that they may act as suppressors of GIST development.

## Material and Methods

### Cell line and tissue samples

GIST-T1 cells have been described elsewhere [19]. The cells were treated first for 72 h with a 2 μM concentration of the DNMT inhibitor 5-aza-2’-deoxycytidine (5-aza-dC; Sigma-Aldrich), and then for 48 h with a 3 mM concentration of the HDAC inhibitor 4-phenylbutyric acid (PBA; Sigma-Aldrich), replacing the drug and medium every 24 h. Thirty-nine fresh frozen GIST specimens were obtained from Sapporo Medical University Hospital and Osaka University Hospital, and formalin-fixed, paraffin-embedded tissue sections from 98 GIST specimens were obtained from Niigata University Hospital, as described previously [11]. Informed consent was obtained from all patients before collection of the specimens, and this study was approved by the institutional review board. Risk grades were assigned based on tumor size and mitotic activity using the risk classification system proposed by Fletcher et al. [20]. Total RNA was extracted using TRIZOL reagent (Invitrogen) or RNeasy Mini Kits (Qiagen). Genomic DNA was extracted using the standard phenol-chloroform procedure.

### miRNA expression analysis

Expression of a set of 754 miRNAs was examined using a TaqMan microRNA Array v3.0 (Applied Biosystems). The PCR was run in a 7900HT Fast Real-Time PCR System (Applied Biosystems), and SDS 2.2.2 software (Applied Biosystems) was used for comparative delta Ct analysis. U6 snRNA (Applied Biosystems) was used as an endogenous control.

### DNA methylation analysis

Genomic DNA (1 μg) was modified with sodium bisulfite using an EpiTect Bisulfite Kit (Qiagen), after which methylation analysis was carried out as described previously [17]. For bisulfite pyrosequencing, the biotinylated PCR product was purified, made single-stranded and used as the template in a pyrosequencing reaction run according to the manufacturer’s instructions. The pyrosequencing reaction was carried out using a PSQ96 system with a PyroGold reagent kit (Qiagen), and the results were analyzed using Q-CpG software (Qiagen). Sequence information for primers is shown in S1 Table.

### Transfection of miRNA mimics and siRNA

GIST-T1 cells (3 x 10^6^) were transfected with 100 pmol of mirVana miRNA mimics (Ambion) or mirVana miRNA mimic Negative Control #1 (Ambion) using a Cell Line Nucleofector kit L (Lonza) and a Nucleofector I electroporation device (Lonza) according to manufacturer’s instructions. For RNA interference-mediated knockdown of *PDGFRA*, cells were transfected with 100 pmol of a Silencer Select siRNA targeting *PDGFRA* (Applied Biosystems) or a Silencer Select Negative Control (Applied Biosystems) using a Cell Line Nucleofector kit L (Lonza).

### Cell viability assay

GIST-T1 cells were transfected with miRNA mimics or siRNA as described above, and seeded into 96-well plate to a density of 1 x 10^5^ cells per well. After incubation for 72 h, cell viability was examined using a Cell Counting kit-8 (Dojindo) according to the manufacturer’s instructions.

### Wound healing assay

GIST-T1 cells were transfected with miRNA mimics or a negative control as described above. Cells were then seeded onto 35-mm dishes containing a Culture-Insert (Ibidi). The insert was removed 24 h after transfection, leaving a 0.5 mm cell free wound field. Photographs of cells invading the wound area were taken at the indicated times, and wound areas were measured using the ImageJ software (NIH).

### Cell invasion and migration assays

For Matrigel invasion assays, GIST-T1 cells were transfected with miRNA mimics or a negative control as described above, after which 5 x 10^4^ transfectant cells were suspended in 500 μL of serum-free Dulbecco’s Modified Eagle medium (DMEM) (Sigma-Aldrich) and added to the tops of BD BioCoat Matrigel Invasion Chambers (BD Biosciences) prehydrated with phosphate-buffered saline (PBS), and 700 μL of DMEM supplemented with 10% fetal bovine serum (FBS) were added to the lower wells of the plate. For migration assays, a control insert (BD Biosciences) was used instead of a Matrigel Invasion Chamber. After incubation for 24 h, invading or migrating cells were stained and counted in five randomly selected microscope fields per membrane.

### Gene expression microarray analysis

GIST-T1 cells were transfected with miRNA mimics or a negative control as described above, and total RNA was extracted 48 h later. One-color microarray-based gene expression analysis was then carried out according to manufacturer’s instructions (Agilent Technologies). Briefly, 100 ng of total RNA were amplified and labeled using a Low-input Quick Amp Labelling kit One-color (Agilent Technologies), after which the synthesized cRNA was hybridized to a SurePrint G3 Human GE microarray v2 (G4851; Agilent Technologies). The microarray data were analyzed using GeneSpring GX version 13 (Agilent Technologies). The genes targeted by the miRNAs were predicted using the TargetScan system integrated into the GeneSpring GX software package. The Gene Expression Omnibus accession number for the microarray data is GSE68743.

### Luciferase reporter assay

Oligonucleotides containing the two putative miR-34a target sites in the 3’ untranslated region (UTR) of *PDGFRA* or mutant target sites were annealed, digested using *Spe*I and *Hin*dIII and cloned into pMIR-REPORT (Ambion) according to the manufacturer’s instructions. The sequences of the oligonucleotides are listed in S1 Table. GIST-T1 cells (1×10^5^ cells/well in 24-well plates) were transfected with 100 ng of one of the reporter plasmids, 1 ng of pRL-CMV (Promega) and 15 pmol of a miRNA mimic or a negative control using Lipofectamine 3000 (Invitrogen). Luciferase activities were then measured 48 h after transfection using a Dual-Luciferase Reporter Assay System (Promega).

### Quantitative RT-PCR

Single-stranded cDNA was prepared using SuperScript III reverse transcriptase (Invitrogen). Quantitative reverse transcription PCR (RT-PCR) of *PDGFRA* was carried out using a TaqMan Gene Expression Assay (Assay ID, Hs00998018_m1; Applied Biosystems) and a 7500 Fast Real-Time PCR System (Applied Biosystems). *GAPDH* (Assay ID, Hs02758991_g1; Applied Biosystems) served as an endogenous control.

### Statistical analysis

Comparisons of continuous variables were made using t tests or one-way ANOVA with post-hoc multiple comparisons (Tukey HSD test). *P* values of <0.05 (two-sided) were considered significant. All data were analyzed using SPSS Statistics 20 (IBM Corporation) or GraphPad Prism version 5.02 (GraphPad Software).

## Results

### Identification of miRNA genes epigenetically silenced in GIST-T1 cells

To identify miRNA genes epigenetically silenced in GIST, we assessed miRNA expression profiles in GIST-T1 cells treated with or without the DNMT inhibitor 5-aza-dC plus the HDAC inhibitor PBA (Fig 1A). Of the 754 miRNAs analyzed, 61 were expressed at low levels in GIST-T1 cells and were significantly upregulated (>50-fold) by the drug treatment (S2 Table). We excluded miRNA genes located on X chromosomes from further analysis, as well as miRNA genes in the miRNA cluster on chromosome 19, which are placenta-specific and are epigenetically silenced in normal adult tissues. Among the upregulated miRNAs, we selected the 21 in which the predicted transcription start sites were associated with a CGI (Figs 1B and 2A). We next used bisulfite pyrosequencing to analyze the methylation status of the CGIs in the selected miRNA genes in GIST-T1 cells (Fig 2B and 2C). As summarized in Fig 2B, 6 miRNA genes (miR-335, miR-152, miR155, miR-34a, miR-375 and miR-886) were almost fully methylated in GIST-T1 cells, and another 6 genes (miR-489, miR-615, miR-203, miR-582, miR-618 and miR-9-3) were partially methylated to some degree. The CGIs of the remaining 9 genes were methylated at low levels (<15%) or were completely unmethylated, indicating that CGI methylation was likely not be the major mechanism underlying the silencing of these genes.

**Fig 1:**
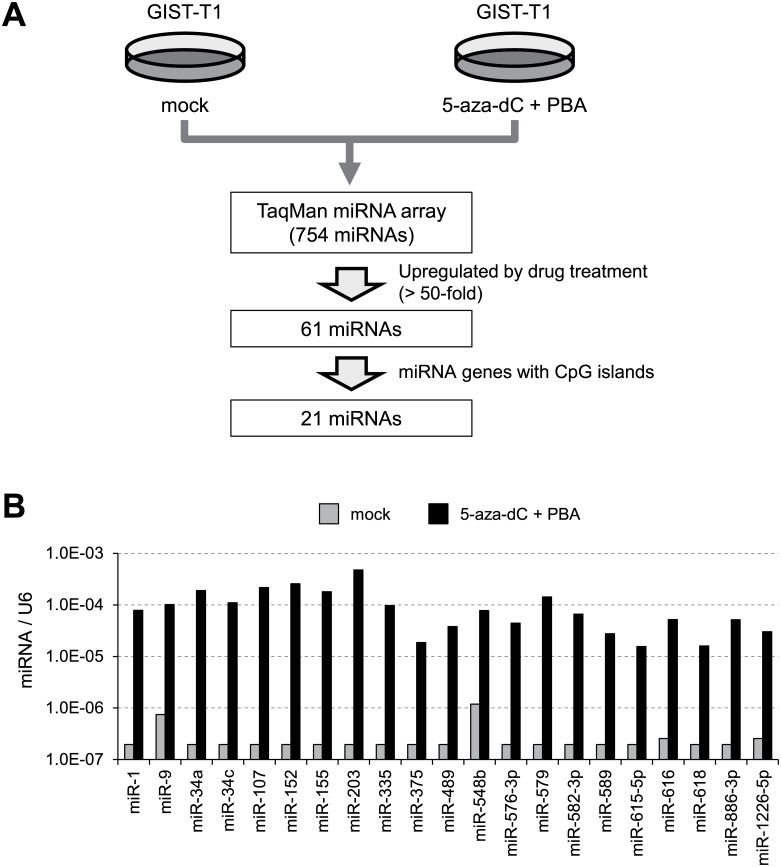
Identification of epigenetically silenced miRNAs in GIST-T1 cells. (A) Workflow of the screen to identify epigenetically silenced miRNAs. (B) Summarized TaqMan array results for 22 candidate miRNAs in GIST-T1 cells treated with or without 5-aza-dC plus PBA. Expression levels were normalized to that of U6 snRNA expression.

**Fig 2:**
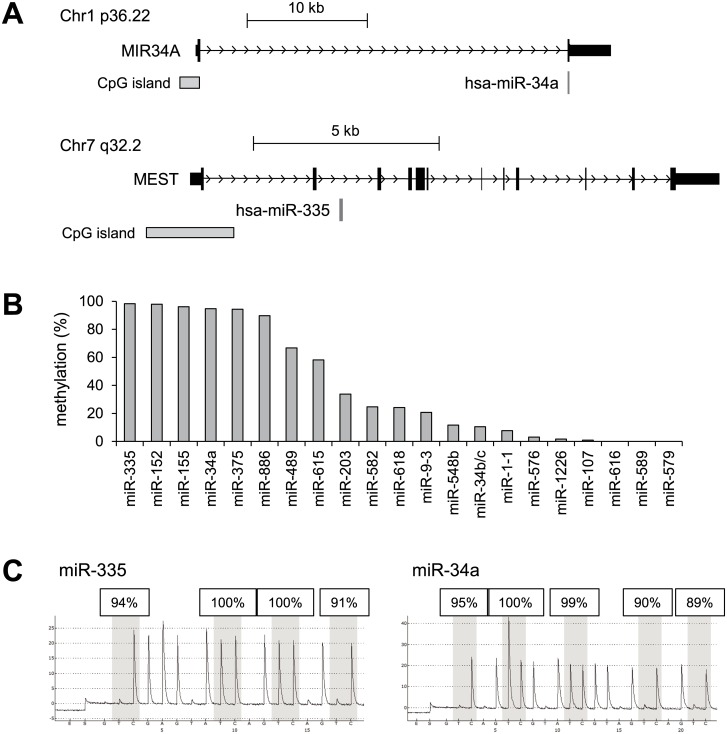
Analysis of CGI methylation at predicted transcription start sites of miRNA genes. (A) Representative examples of miRNA gene structures. Host genes encoding miR-34a and miR-335 are shown. CGIs and pre-miRNA regions are shown below. (B) Levels of CGI methylation in the selected miRNA genes were analyzed using bisulfite pyrosequencing in GIST-T1 cells. (C) Results of bisulfite pyrosequencing of miR-335 and miR-34a in GIST-T1 cells.

### Methylation analysis of miRNA genes in primary GIST tumors

We next analyzed the methylation of miRNA genes in primary GIST specimens. Of the 12 miRNA genes methylated in GIST-T1 cells, a precursor of miR-886 (pre-miR-886) was recently reported to be a novel noncoding RNA [21] and was deleted from the miRNA database (http://www.mirbase.org/). We therefore excluded miR-886 from further analysis, and carried out bisulfite pyrosequencing analysis of the remaining 11 miRNA genes in a series of primary GIST specimens (Fig 3A and 3B, Table 1). As summarized in Fig 3A, miR-335 was methylated to the greatest degree among the 11 genes, and the majority of the GIST specimens exhibited significantly elevated levels of miR-335 methylation (Fig 3C). Subsequent bisulfite sequencing in selected samples confirmed that the CGI region of miR-335 was densely methylated in both GIST-T1 cells and primary tumors (S1 File). We also noted that miR-34a, which is known to be tumor suppressive and is downregulated in various types of malignancies, was also methylated (>10%) in 33 of 123 GIST specimens (26.8%) (Fig 3C). In addition, when we analyzed the relationship between miRNA gene methylation and the clinicopathological features of GIST patients, methylation of neither gene correlated with age, gender, risk grade, metastasis, tumor size or mitotic counts (Table 1). Levels of miR-335 methylation were lower in tumors in stomach and small intestine than in the esophagus or colon, but due to the limited numbers of samples in the latter groups, significant association was not observed by the post-hoc pair-wise test (Table 1). miR-335 methylation was also lower in low-risk and very low-risk tumors, although not to a statistically significant degree (Table 1).

**Fig 3:**
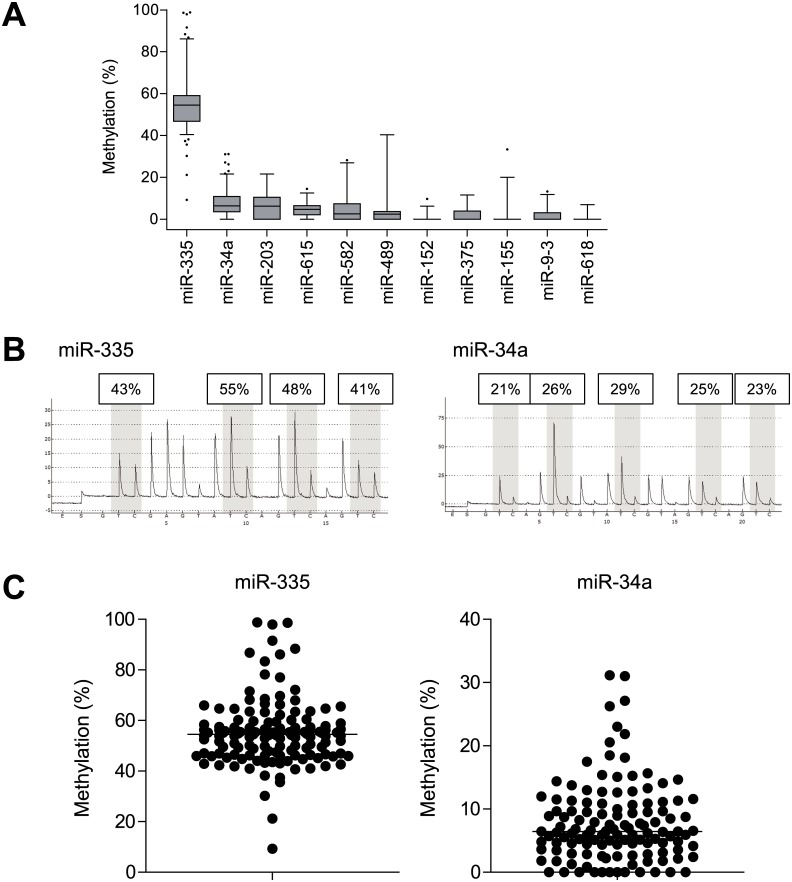
Analysis of miRNA gene methylation in primary GIST specimens. (A) Summarized results showing the methylation levels of selected miRNAs in primary tumors analyzed using bisulfite pyrosequencing. (B) Representative results of bisulfite pyrosequencing of miR-335 and miR-34a in primary tumors. (C) Summarized results showing bisulfite pyrosequencing of miR-335 and miR-34a in primary GIST specimens.

**Table 1:** Correlation between methylation of miRNA genes and the clinicopathological features of GIST patients.

		miR-34a methylation (%)				miR-335 methylation (%)			
		N	Mean	SD	*P*	N	Mean	SD	*P*
Age	≤65	60	7.5	6.0		66	56.8	14.3	
	>65	63	8.2	6.8	0.579*	68	53.4	12.0	0.146*
Gender	Male	58	7.7	6.8		62	55.6	15.1	
	Female	64	8.0	5.9	0.805*	72	54.6	11.6	0.677*
Tumor location	Esophagus	4	1.8	3.7		4	71.4	19.1	
	Stomach	98	8.1	6.4		108	54.6	13.7	
	Intestine	17	9.0	5.9		18	53.1	7.1	
	Colon	2	1.2	1.2	0.083#	2	66.6	4.4	0.045# ¶
Risk grade	High risk	37	8.1	8.0		43	57.5	13.3	
	Intermediate risk	29	6.7	5.6		33	57.4	14.7	
	Low or very low risk	54	8.3	5.6	0.518#	55	52.4	11.9	0.094#
Metastasis	+	22	8.1	7.8		24	57.4	14.8	
	-	100	7.8	6.1	0.824*	102	54.4	13.3	0.328*
Tumor size (cm)	≤5.0	43	7.7	5.3		50	54.7	13.0	
	>5.0	75	8.4	8.1	0.553*	79	88.8	14.4	0.655*
Mitotic count (/50 HPF)	≤5	97	7.6	6.1		99	54.5	12.6	
	>5	15	9.8	9.0	0.231*	21	59.9	18.2	0.099*

*P value was determined using Student’s t test.

^#^ *P* value was determined using ANOVA.

^¶^Overall testing by ANOVA was statistically significant, but no significant difference was observed by the post-hoc pair-wise Tukey HSD comparison.

### Functional analysis of miR-34a and miR-335

To investigate whether miR-34a and/or miR-335 act as tumor suppressors in GIST, we transfected GIST-T1 cells with miRNA mimic molecules or a negative control, and then carried out cell viability, migration and invasion assays. We found that 72 h after transfection, ectopic expression of miR-34a and miR-335 suppressed GIST-T1 cell growth (Fig 4A). In wound healing assays, GIST-T1 cells expressing ectopic miR-34a tended to migrate toward the wound more slowly than control cells, though the effect was not statistically significant (Fig 4B). Boyden chamber assays showed that miR-34a suppressed migration and Matrigel invasion by GIST-T1 cells (Fig 4C and 4D). By contrast, miR-335 did not suppress cell migration or invasion (Fig 4B and 4C).

**Fig 4:**
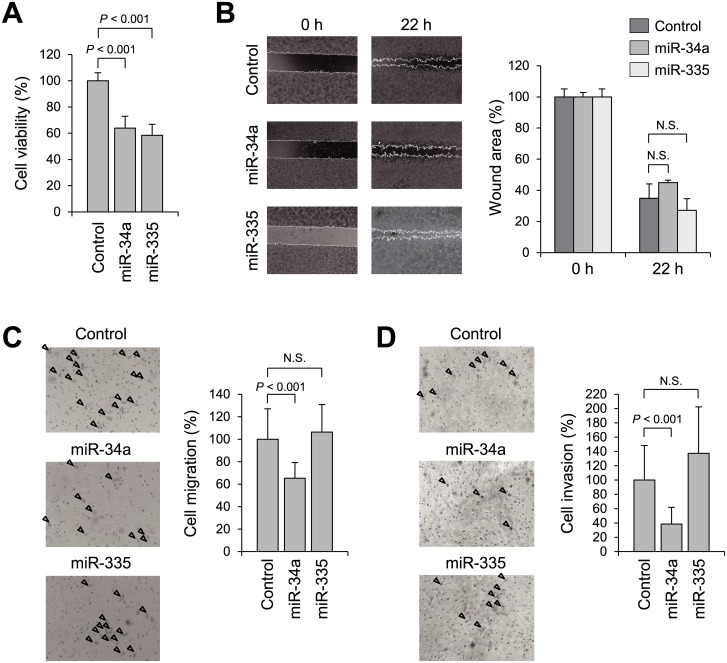
Functional analysis of miR-34a and miR-335. (A) Cell viability assays using GIST-T1 cells transfected with miR-34a or miR-335 mimics or a negative control. Cell viabilities were determined 72 h after transfection. Shown are the means of 8 replications; error bars represent standard deviations; *P* values were determined using Student’s t test. (B) Wound healing assay using GIST-T1 cells transfected with a miRNA mimic or a negative control. Shown on the right are the means of 4 replications; error bars represent standard deviations; *P* values were determined using Student’s t test. (C,D) Cell migration (C) and Matrigel invasion (D) assays using GIST-T1 cells transfected with a miRNA mimic or a negative control. Arrowheads indicate migrating or invading cells. Shown on the right are the means of 5 random microscopic fields per membrane; error bars represent standard deviations; *P* values were determined using Student’s t test.

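The arrays used here were hybridized with RNA from GIST-T1, an established human cell line derived from a GIST. Cells (3000000 per transfection) received 100 pmol of a miR-34a mimic, a synthetic double-stranded RNA that acts as the mature miRNA, or of a negative control RNA, and total RNA was extracted 48 h later. There were 2 arrays for each condition. An array for the miR-335 mimic was not analysed here. From each sample, 100 ng of total RNA was amplified, labeled with Cy3 and hybridized to a one-color Agilent array carrying 50599 probes of 60 bases, of which 902 were spotted more than once. The authors deposited the scanner output of each array, extracted with Agilent Feature Extraction, which subtracts the background and removes spatial trends within an array but does not scale the arrays to one another. All 4 arrays lay on 1 slide and were read in 1 scan. Of the probes, 43.1% and 41.8% were well above background on the 2 miR-34a mimic arrays, and 43.2% and 45.2% on the 2 negative control arrays. For the values given with the results, the log2 processed signal was shifted by the 75th percentile of each array, and spots of the same probe were averaged. The log2 difference between the conditions was tested with limma and Benjamini-Hochberg adjustment over the 21474 probes that were well above background on both arrays of at least 1 condition. Where a probe was not well above background on either miR-34a mimic array, its decrease is given as a lower bound, computed against the lowest signal among the probes well above background on each of those arrays, or the probe's own signal where that was higher. A negative control array that did not detect the probe was taken at its own signal, and there the bound is not strict. Between the replicates, 6.28% of the tested probes differed by more than 1.5-fold on the miR-34a mimic arrays and 3.66% on the negative control arrays. With 2 arrays against 2, an exact two-sided permutation test of a single probe cannot give a p below 0.33, and the number of arrays limits the precision of every value. The background correction, the filter on dim probes and the scaling between arrays are choices that could change the counts.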

To further clarify the effect of these miRNAs, we also carried out a gene expression microarray analysis of GIST-T1 cells transfected with miRNA mimic molecules or a negative control. We found that 2,621 probe sets representing 1,933 unique genes were downregulated (>1.5-fold) by ectopic miR-34a expression. 

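With the arrays scaled by their 75th percentile, 1030 probes carrying 995 gene names were lower by more than 1.5-fold after transfection of the miR-34a mimic, which is 4.8% of the probes tested, and 453 probes were higher. At an adjusted p under 0.05 by limma, 0 probes were lower and 0 were higher by more than 1.5-fold, and the smallest adjusted p of any probe was 0.0948. At an unadjusted p under 0.05 by limma, 559 of the lower and 329 of the higher probes passed. With the variance modeled along the signal intensity, limma gave 190 lower and 131 higher probes at an adjusted p under 0.05. The methods' t-test gave 292 lower and 209 higher probes at its unadjusted threshold, and 1 lower and 0 higher after Benjamini-Hochberg adjustment. On 248 of the lower probes neither miR-34a mimic array was well above background, and 159 of these remained lower by more than 1.5-fold when taken at their bound. Only 512 of the lower and 285 of the higher probes were well above background on all 4 arrays. The filter on dim probes moved the count of lower probes most: without a filter, 6823 probes were lower and 2070 were higher. Normexp background correction moved the count of higher probes by the larger factor, with 185 probes lower and 68 higher. It was run with an offset of 50, which by construction shrinks the folds of dim probes. Among probes well above background on all 4 arrays, 2.55% were lower and 1.42% were higher, whereas among the 2665 probes well above background on a single array 57.64% were lower and 12.23% were higher. Detection on a single array depends on the change itself, since 489 and 1465 of these 2665 probes were detected on negative control 1 or negative control 2 alone, against 456 and 255 on a miR-34a mimic array alone. The scaling between arrays moved the balance of the directions, and after quantile normalization 775 probes were lower and 702 were higher.

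**Figure D1:**
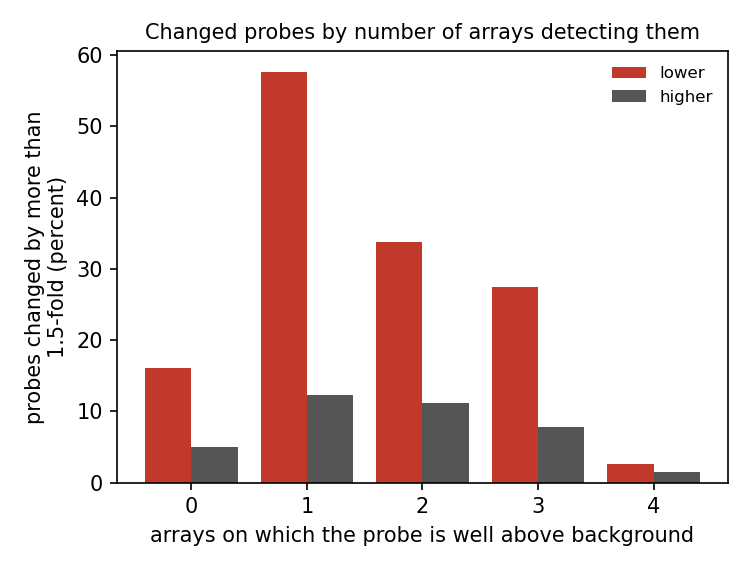
Share of probes changed by more than 1.5-fold after the miR-34a mimic, in percent of probes, against the number of arrays (0 to 4) on which the probe was well above background. Red bars are lower and grey bars are higher probes, and lower probes reach 57.64% among probes detected on 1 array and 2.55% among those detected on all 4, where the number of detecting arrays itself depends on the change.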

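Lists of genes defined by their symbols were compared between the miR-34a mimic and the negative control, with 1 probe per gene, the one with the highest mean signal. They were tested with limma's camera (inter-gene correlation 0.01) and with fry, adjusted over 9 lists, and stand beside the ontology terms without being those terms, whose gene lists were not used here. The symbol patterns also matched genes outside the named class, such as MYH9, MYH10 and ACTA2 among the sarcomere genes. KRT8 and KRT18 were counted as epidermal. ZIC1 and ZIC5, both lower by more than 1.5-fold, were counted with the homeobox and fork head genes. All counts and medians are for the lists as matched. Of 23 genes for proteins anchored in the membrane by glycosylphosphatidylinositol (GPI), 16 were lower, with a median log2 difference of -0.10 (adjusted p = 0.0575 by camera and 0.00978 by fry), and 4 were lower and 1 was higher by more than 1.5-fold. Of 24 keratin, cornified envelope and other epidermal genes, 17 were lower, with a median of -0.13 (adjusted p = 0.12 by camera and 0.171 by fry), and 2 were lower and 2 were higher by more than 1.5-fold. The mean of these epidermal genes was -0.0073. Only these 24 of the 99 epidermal genes on the array passed the filter on dim probes. Of 77 homeobox and fork head genes with a value on every array, which act in development, 40 were lower and 37 were higher, with a median of -0.01 (adjusted p = 0.241 by camera and 0.016 by fry), and this median was 0.01 after quantile normalization. By more than 1.5-fold, 9 of them were lower and 3 were higher. Of 21 sarcomere genes, 9 were lower, with a median of 0.07 (adjusted p = 0.533 by camera and 0.508 by fry), which became -0.12 without the filter on dim probes, and 1 was lower and 0 were higher by more than 1.5-fold. By limma at an adjusted p under 0.05 over all genes tested, 0 genes of these lists were called, whereas adjusted over the list alone the counts were 6 GPI-anchored, 0 epidermal, 5 homeobox and fork head and 0 sarcomere genes. With a correlation estimated from the arrays, camera called none of these lists.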

Gene Ontology (GO) analysis revealed that “anchored component of membrane,” “epidermal cell differentiation” and “multicellular organismal development” genes were enriched among the downregulated genes (S3 Table). 

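The predicted miR-34a target genes listed in Fig B in S1 File, 51 entries for 49 different genes, were looked up by symbol on the arrays, and all 49 had probes. The paper listed them because it had found them lower by more than 1.5-fold in these same data. The tally below therefore shows how far that list recurs under other processing, and gives no response rate of predicted targets. For 40 of them at least 1 probe was well above background on both arrays of a condition, and for 9 none was. Of the 40, 34 were lower by more than 1.5-fold after the miR-34a mimic on at least 1 tested probe, and 26 were lower when only the brightest tested probe of each gene was counted. In 29 of the 34, a lower probe was well above background on all 4 arrays. At an adjusted p under 0.05 by limma, 0 of the brightest probes were called. With normexp background correction, whose offset of 50 shrinks folds of dim probes, 14 of the 49 genes were lower by more than 1.5-fold. Without a filter on dim probes 48 were lower.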

Microarray analysis also revealed that that 49 predicted miR-34a target genes were downregulated by a miR-34a miRNA mimic in GIST-T1 cells (Fig 5A, S1 File). Among those, we focused on *PDGFRA*, which has been strongly implicated in the pathogenesis of GIST [22]. 

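PDGFRA (accession NM_006206 in the array's annotation) was measured by 1 probe, which lies on chromosome 4 of hg19 from 55163989 to 55164048. This probe was well above background on all 4 arrays. Its log2 signal relative to the 75th percentile of the array was 4.41 ± 0.10 (SD, n = 2) after the miR-34a mimic, with 4.48 and 4.35 on the individual arrays, and 5.95 ± 0.04 (SD, n = 2) after the negative control, with 5.98 and 5.92. The log2 difference was -1.53 (standard error 0.075), a decrease of 2.9-fold. The difference exceeded the spread between the replicates and both miR-34a mimic arrays lay below both negative control arrays, and the adjusted p was 0.0948 by limma. The adjusted p was 0.00472 when limma modeled the variance along the signal intensity, and it ranged from 0.00472 to 0.357 over the alternatives tried, the highest with an array left out, where only the other condition gives the spread. With each array left out in turn, the log2 difference lay between -1.60 and -1.47. From the genes it found to be both predicted targets and lower after the miR-34a mimic, the paper took PDGFRA further because of its part in the pathogenesis of GIST, and together with its reporter, RT-PCR and siRNA experiments it proposes that miR-34a acts at least partly through PDGFRA.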

*PDGFRA* mRNA contains putative miR-34a binding sites in its 3’ UTR [23, 24] (Fig 5B). 

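The bases of mature miR-34a that pair with a target first are nucleotides 2 to 8 from its 5' end, the seed, and the matching 7-mer in an mRNA is CACTGCC. In the 82-base sense oligonucleotide that S1 Table lists for the PDGFRA reporter, counted from 1 at its 5' end, this 7-mer lies from 60 to 66. The shorter match followed by an A, ACTGCCA, lies from 31 to 37. The mutant oligonucleotide holds neither, and 5 bases are changed in each site, 10 in all. The positions of the sites in the genome were not analysed here.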

Reporter assays using a luciferase vector containing wild-type miR-34a binding sites revealed that cotransfection of a miR-34a mimic markedly downregulated luciferase activity in GIST-T1 cells (Fig 5C). Such downregulation was not observed when cells were transfected with a luciferase vector containing mutant miR-34a binding sites (Fig 5B and 5C). Suppression of *PDGFRA* expression by miR-34a was further confirmed by quantitative RT-PCR using GIST-T1 cells (Fig 5D). In addition, *PDGFRA* knockdown using a specific siRNA suppressed the viability of GIST-T1 cells, suggesting the tumor suppressive effect of miR-34a may be mediated at least in part through targeting *PDGFRA* (Fig 5E and 5F).

**Fig 5:**
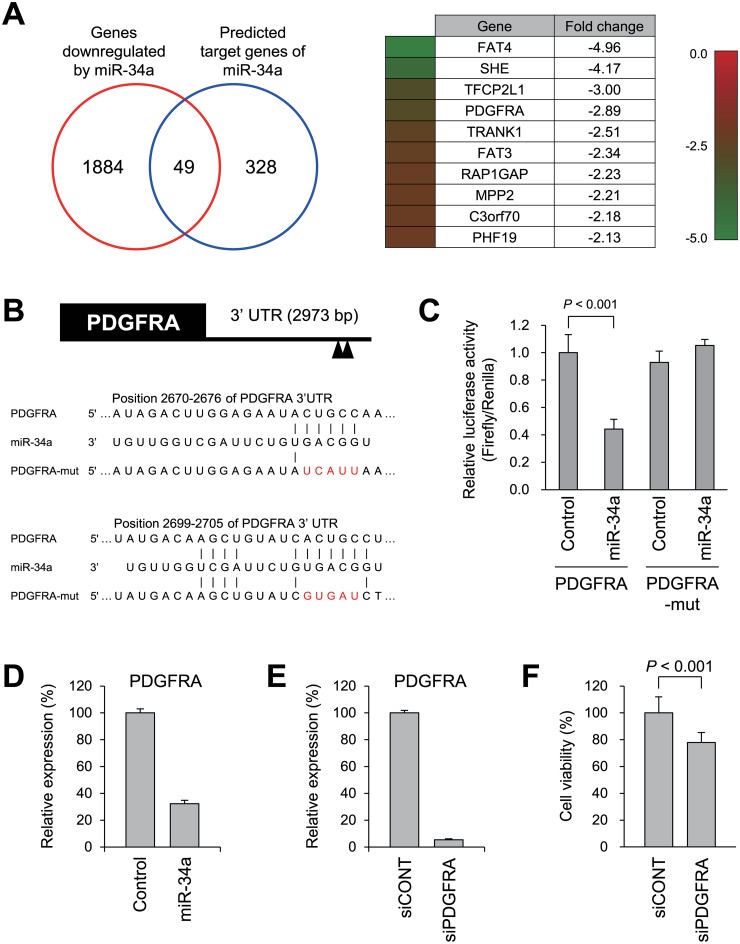
Downregulation of predicted miR-34a target genes in GIST-T1 cells. (A) Venn diagram for genes downregulated by ectopic miR-34a expression in GIST-T1 cells (>1.5-fold) and predicted miR-34a target genes. Of the 49 downregulated target genes, the top 10 genes are listed on the right. Expression levels and fold-changes are also indicated. (B) Putative miR-34a binding sites in the 3’ untranslated region (UTR) of *PDGFRA*. Mutant binding sites used for the luciferase assay are shown in red. (C) Reporter assay results using a luciferase vector containing the wild-type *PDGFRA* 3’ UTR (PDGFRA) or the mutant 3’ UTR (PDGFRA-mut) in GIST-T1 cells cotransfected a miR-34a mimic or a negative control. Shown are means of 4 replications; error bars represent standard deviations; the *P* value was determined using Student’s t test. (D) Quantitative RT-PCR of *PDGFRA* in GIST-T1 cells transfected with a miR-34a mimic or a negative control. (E) Quantitative RT-PCR of *PDGFRA* in GIST-T1 cells transfected with a siRNA targeting *PDGFRA* (siPDGFRA) or a control siRNA (siCONT). (F) Cell viability assays using GIST-T1 cells transfected with siCONT or siPDGFRA. Cell viabilities were determined 72 h after transfection. Shown are means of 8 replications; error bars represent standard deviations; the *P* value was determined using Student’s t test.

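Besides PDGFRA, 2 of the genes of Fig 5A were measured well above background on all 4 arrays by a probe that was lower by more than 1.5-fold. MPP2 was 1.78-fold lower (adjusted p = 0.0948 by limma) on its probe detected on all 4 arrays and 2.22-fold lower (adjusted p = 0.172 by limma) on a second probe, which was well above background on both negative control arrays and 1 miR-34a mimic array. PHF19 was 2.14-fold lower on one probe (adjusted p = 0.0948 by limma) and 1.08-fold lower on a brighter probe (adjusted p = 0.3 by limma), both detected on all 4 arrays. The array's annotation assigns these probes to different PHF19 transcripts, so the probes differ without necessarily being in conflict. C3orf70 and TFCP2L1 were well above background on both negative control arrays and on neither miR-34a mimic array, and were at least 1.84-fold and at least 1.67-fold lower. Each of the other decreases was seen on a probe that a single array detected. The FAT4 probe was well above background on negative control 2 only, where its log2 signal was -0.09 against -4.10 on negative control 1. Its bound was 2.25-fold lower, which is not strict because undetected negative control 1 enters at its own signal. Without negative control 1 the bound was 9.01-fold, and without negative control 2 the signals differed by 1.24-fold. The second FAT4 probe was not well above background on any array. RAP1GAP was well above background on negative control 2 only, by 1 of 3 probes, and its bound, which is not strict for the same reason, was 1.22-fold lower. SHE was detected on negative control 1 only, with a log2 signal of -1.27 against -5.30 on negative control 2, and TRANK1 on negative control 2 only, with -1.40 against -5.13 on negative control 1, by 1 of 6 probes, and no decrease is given for them because the bound was under 1. One FAT3 probe was detected on negative control 1 only, at -2.26 against -4.81 on negative control 2, and the other FAT3 probe, well above background on all 4 arrays, did not decrease, with a log2 difference of 0.07 (adjusted p = 0.703 by limma).

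**Figure D2:**
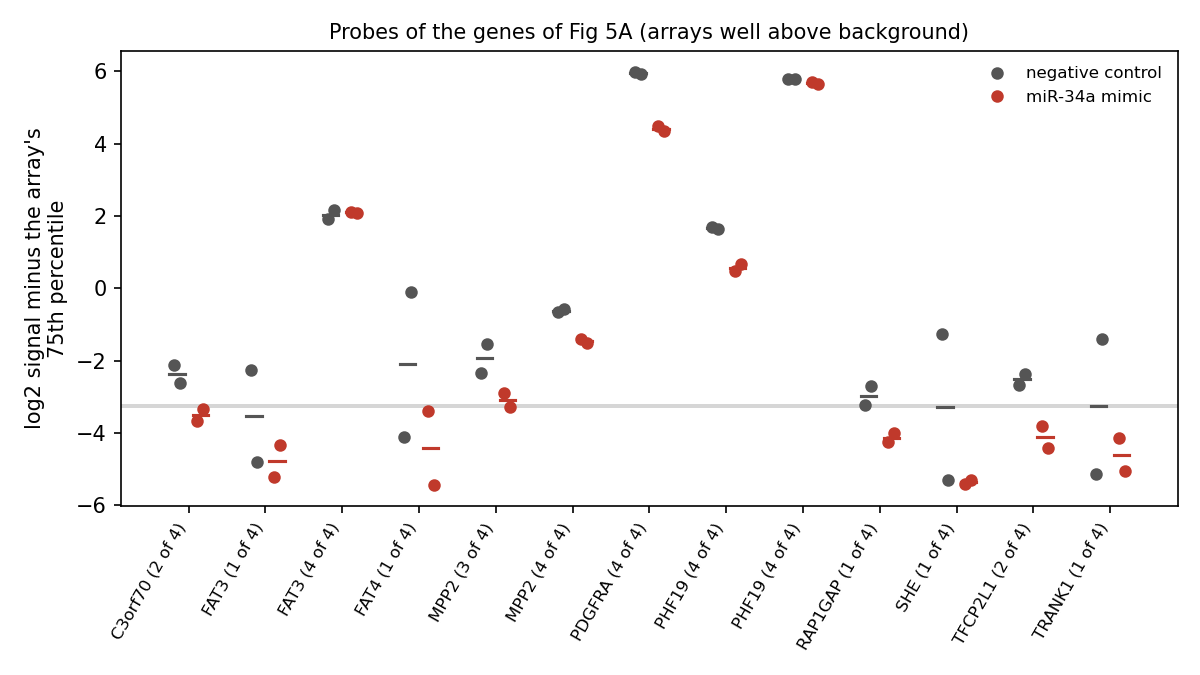
Log2 signal minus the 75th percentile of the array for each probe of the genes of Fig 5A that was well above background on at least 1 array. Grey points are the 2 negative control arrays and red points the 2 miR-34a mimic arrays, short lines are their means, the numbers after the gene names give how many of the 4 arrays detected the probe, and the grey band (-3.3 to -3.2) spans the lowest signals of probes well above background on the arrays. For FAT4, TRANK1 and SHE a single negative control point stands apart from the other 3 points.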

We also performed a gene expression microarray analysis using GIST-T1 cells transfected with a miR-335 mimic, and found that 1,095 probes representing 853 unique genes were downregulated (>1.5-fold). Gene ontology analysis showed that “D-aspartate transport,” “neuronal action potential” and “epidermis development” genes were enriched among the downregulated genes (S4 Table). Microarray analysis also revealed that 16 predicted target genes, including *EIF5A2*, *ZMPSTE24* and *MAT2B*, were downregulated by miR-335 in GIST-T1 cells (S1 File).

## Discussion

In this study, we tried to identify miRNA genes that are potentially inactivated through an epigenetic mechanism in GIST cells. Despite applying a stringent criterion (>50-fold induction by 5-aza-dC plus PBA) in the first step of our screening, we found 61 miRNAs to be upregulated by the drug treatment in GIST-T1 cells, indicating that a large number of miRNAs may be epigenetically regulated in GIST cells. We then selected 21 miRNA genes in which the predicted promoter regions contains a CGI, and found that 6 of those genes were methylated at high levels in GIST-T1 cells. In an earlier integrative analysis of miRNA expression profiles and genome-wide chromatin signatures of miRNA genes in CRC cells, we observed a similar discrepancy between the number of miRNAs upregulated in tumor cells by epigenetic drug treatment and the number of genes methylated [17]. Although more than 100 miRNAs were upregulated by DNA demethylating treatment in CRC cells, we ultimately identified CGI methylation of only 22 primary miRNA genes. One possible explanation for this discrepancy is that the transcription start sites of miRNA genes, especially those in intergenic regions, are not fully identified. A second possibility is that mechanisms other than DNA methylation, such as repressive histone modification, may be associated with the miRNA gene silencing. In addition, some miRNAs may be upregulated due to indirect effects of the epigenetic drug treatment.

We found that the promoter CGI of miR-335 was frequently methylated in GISTs. Several studies have implicated miR-335 in human malignancies. For example, the tumor suppressive functions of miR-335 have been reported in breast, lung, pancreatic, gastric and ovarian cancers and neuroblastoma [25–29]. miR-335 suppresses metastasis and/or invasion in gastric and ovarian cancer by targeting Bcl-w [27, 28], and it inhibits small cell lung cancer metastasis by targeting IGF-IR and RANKL [26]. miR-335 also suppresses neuroblastoma cell invasiveness by targeting multiple genes encoding mediators in the TGF-pathway [29], and it is involved in the regulation of *BRCA1* in breast cancer [30] and is silenced through genetic and epigenetic mechanisms in metastatic breast cancer cells [25]. In addition, miR-335 and its host gene, *MEST*, are silenced in association with CGI methylation in hepatocellular carcinoma (HCC) [31], and replacement of miR-335 exerts tumor suppressive effects in lung, pancreatic and breast cancer cells, which is suggestive of the therapeutic potential of miR-335 [32–34]. In contrast to the observations summarized above, several studies suggest miR-335 exerts oncogenic effects. Strong expression of miR-335 is reportedly associated with a poor prognosis in gastric cancer and glioma [35, 36], and the tumor promoting actions of miR-335 have been demonstrated in astrocytoma cells, suggesting that it could be a potential target for the treatment of astrocytoma [37]. These results indicate that miR-335 may play opposite roles during tumorigenesis in different organs.

In the present study, although miR-335 did not inhibit migration or invasion by GIST-T1 cells, it did suppress the viability of GIST cells. Gene expression microarray analysis revealed that 16 predicted target genes were downregulated by ectopic miR-335 expression. Among them, *EIF5A2* (eukaryotic initiation factor 5A2) is a candidate oncogene isolated from the amplified region at 3q in ovarian cancer [38]. *EIF5A* is also reportedly overexpressed in lung cancer, HCC, esophageal cancer and CRC, and it is associated with cancer cell aggressiveness and metastasis [39–42]. MAT2B is a regulatory subunit of the cellular enzyme methionine adenosyltransferase (MAT), which catalyzes the synthesis of S-adenosylmethionine and is involved in the growth of HCC and CRC [43]. ZMPSTE24 is a metalloproteinase mutated in human progeria and is involved in nuclear prelamin A maturation [44]. A recent study showed that silencing of *ZMPSTE24* reduces cancer cell invasion, suggesting that it could potentially serve as a new therapeutic target [45]. The results from these reports together with our present findings are indicative of the potential tumor suppressive roles of miR-335 in GISTs.

In this study, we also found that miR-34a CGI is methylated in cultured and primary GIST cells. Although the degree and frequency of miR-34a methylation in clinical GISTs were much lower than those of miR-335 methylation, miR-34a is located at 1p36, which is frequently deleted in GISTs [2]. The miR-34 family has been strongly implicated in tumorigenesis. All three miR-34 family members (miR-34a, -34b and -34c) are directly regulated by p53, and ectopic expression of miR-34s induces cell cycle arrest and/or apoptosis in human cancer cells [46–49]. The tumor suppressive activity of miR-34a has been reported in CRC, HCC, pancreatic cancer and glioblastoma [50–53]. We also found that ectopic expression of miR-34a in GIST cells suppresses cell proliferation, migration and invasion. Inactivation of miR-34a due to CGI methylation has been observed in malignancies of the colon, pancreas, breast, ovary, urinary tract and kidney, and in hematological malignancies [54, 55]. Taken together with these reports, our findings suggest that miR-34a may act as a tumor suppressor in GIST, and epigenetic silencing of miR-34a may contribute to GIST development. Given its tumor suppressive function, restoration of miR-34a expression would seem to be a potentially therapeutic strategy. In mouse xenograft models of lung cancer, systemic delivery of a miR-34a mimic using a lipid-based delivery vehicle inhibited tumor growth [56]. miR-34a also reportedly inhibits prostate cancer stem cells, and the therapeutic efficacy of its systemic delivery has been confirmed in a mouse xenograft model [57]. Our results thus suggest miRNA replacement therapy may be an effective therapeutic strategy for the treatment of GISTs.

miR-34a regulates multiple cellular processes by targeting genes involved in cell cycle, differentiation, apoptosis and growth signaling [58]. Using gene expression microarray analysis, we found that 49 predicted miR-34a target genes were downregulated by ectopic miR-34a expression in GIST-T1 cells. Among them, *PDGFRA* was recently reported to be a direct target of miR-34a in malignant glioma, lung cancer and gastric cancer [23, 24, 59]. It is well documented that gain-of-function mutations in *KIT* or *PDGFRA* play essential roles in the development of GISTs [1]. In that context, imatinib (formerly STI571), which was developed as a tyrosine kinase inhibitor and was found to inhibit KIT and PDGFRA, is currently being used for the treatment of metastatic GISTs [1]. Our data suggest that loss of miR-34a may be an alternative event leading to the activation of *PDGFRA* in GIST cells, and that replacement of miR-34a could potentially exert a therapeutic effect through downregulation of *PDGFRA*. We observed that *PDGFRA* knockdown in GIST-T1 cells suppressed cell viability, though the effect was relatively limited, as compared to that of miR-34a. GIST-T1 cells harbor a gain of function mutation in exon 11 of the *KIT* gene [60], and the effect of *PDGFRA* downregulation may be limited in GIST cells with the *KIT* mutation. Further studies will be necessary to clarify the functional role and clinical significance of miR-34a inactivation in GISTs.

## Conclusions

We have shown that miR-335 and miR-34a are targets of epigenetic silencing in GISTs. This is the first report of epigenetic silencing of miRNA genes in this disease. Although their specific functions in the development of GISTs are not yet fully understood, restoration of miR-335 and miR-34a may be an effective anticancer therapy. Further study of miRNA dysregulation and its functional significance in GISTs may provide new strategies for the treatment of GIST patients.

## Supporting Information

S1 File Fig A in S1 File. Representative bisulfite sequencing results for the CGI in the miR-335 gene promoter in GIST-T1 cells and primary GIST specimens. Open and filled circles represent unmethylated and methylated CpG sites, respectively. Fig B in S1 File. Venn diagram for genes downregulated by ectopic miR-34a expression in GIST-T1 cells (>1.5-fold) and predicted miR-34a target genes. Downregulated target genes are listed on the right. Fig C in S1 File. Venn diagram for genes downregulated by ectopic miR-335 expression in GIST-T1 cells (>1.5-fold) and predicted miR-335 target genes. Downregulated target genes are listed on the right.
(DOC) Click here for additional data file.

S1 Table Primer sequences and PCR product sizes used in this study. (XLSX) Click here for additional data file.

S2 Table miRNAs upregulated by 5-aza-dC plus PBA in GIST-T1 cells. (XLSX) Click here for additional data file.

S3 Table GO analysis of downregulated genes in GIST-T1 with ectopic miR-34a expression. (XLSX) Click here for additional data file.

S4 Table GO analysis of downregulated genes in GIST-T1 with ectopic miR-335 expression. (XLSX) Click here for additional data file.

# Supplementary material for: A Screen for Epigenetically Silenced microRNA Genes in Gastrointestinal Stromal Tumors
**Source:** PLoS One. 2015 Jul 27;10(7):e0133754. doi: 10.1371/journal.pone.0133754
**Supplement:** S1 File — Fig A in S1 File. Representative bisulfite sequencing results for the CGI in the miR-335 gene promoter in GIST-T1 cells and primary GIST specimens. Open and filled circles represent unmethylated and methylated CpG sites, respectively. Fig B in S1 File. Venn diagram for genes downregulated by ectopic miR-34a expression in GIST-T1 cells (>1.5-fold) and predicted miR-34a target genes. Downregulated target genes are listed on the right. Fig C in S1 File. Venn diagram for genes downregulated by ectopic miR-335 expression in GIST-T1 cells (>1.5-fold) and predicted miR-335 target genes. Downregulated target genes are listed on the right.

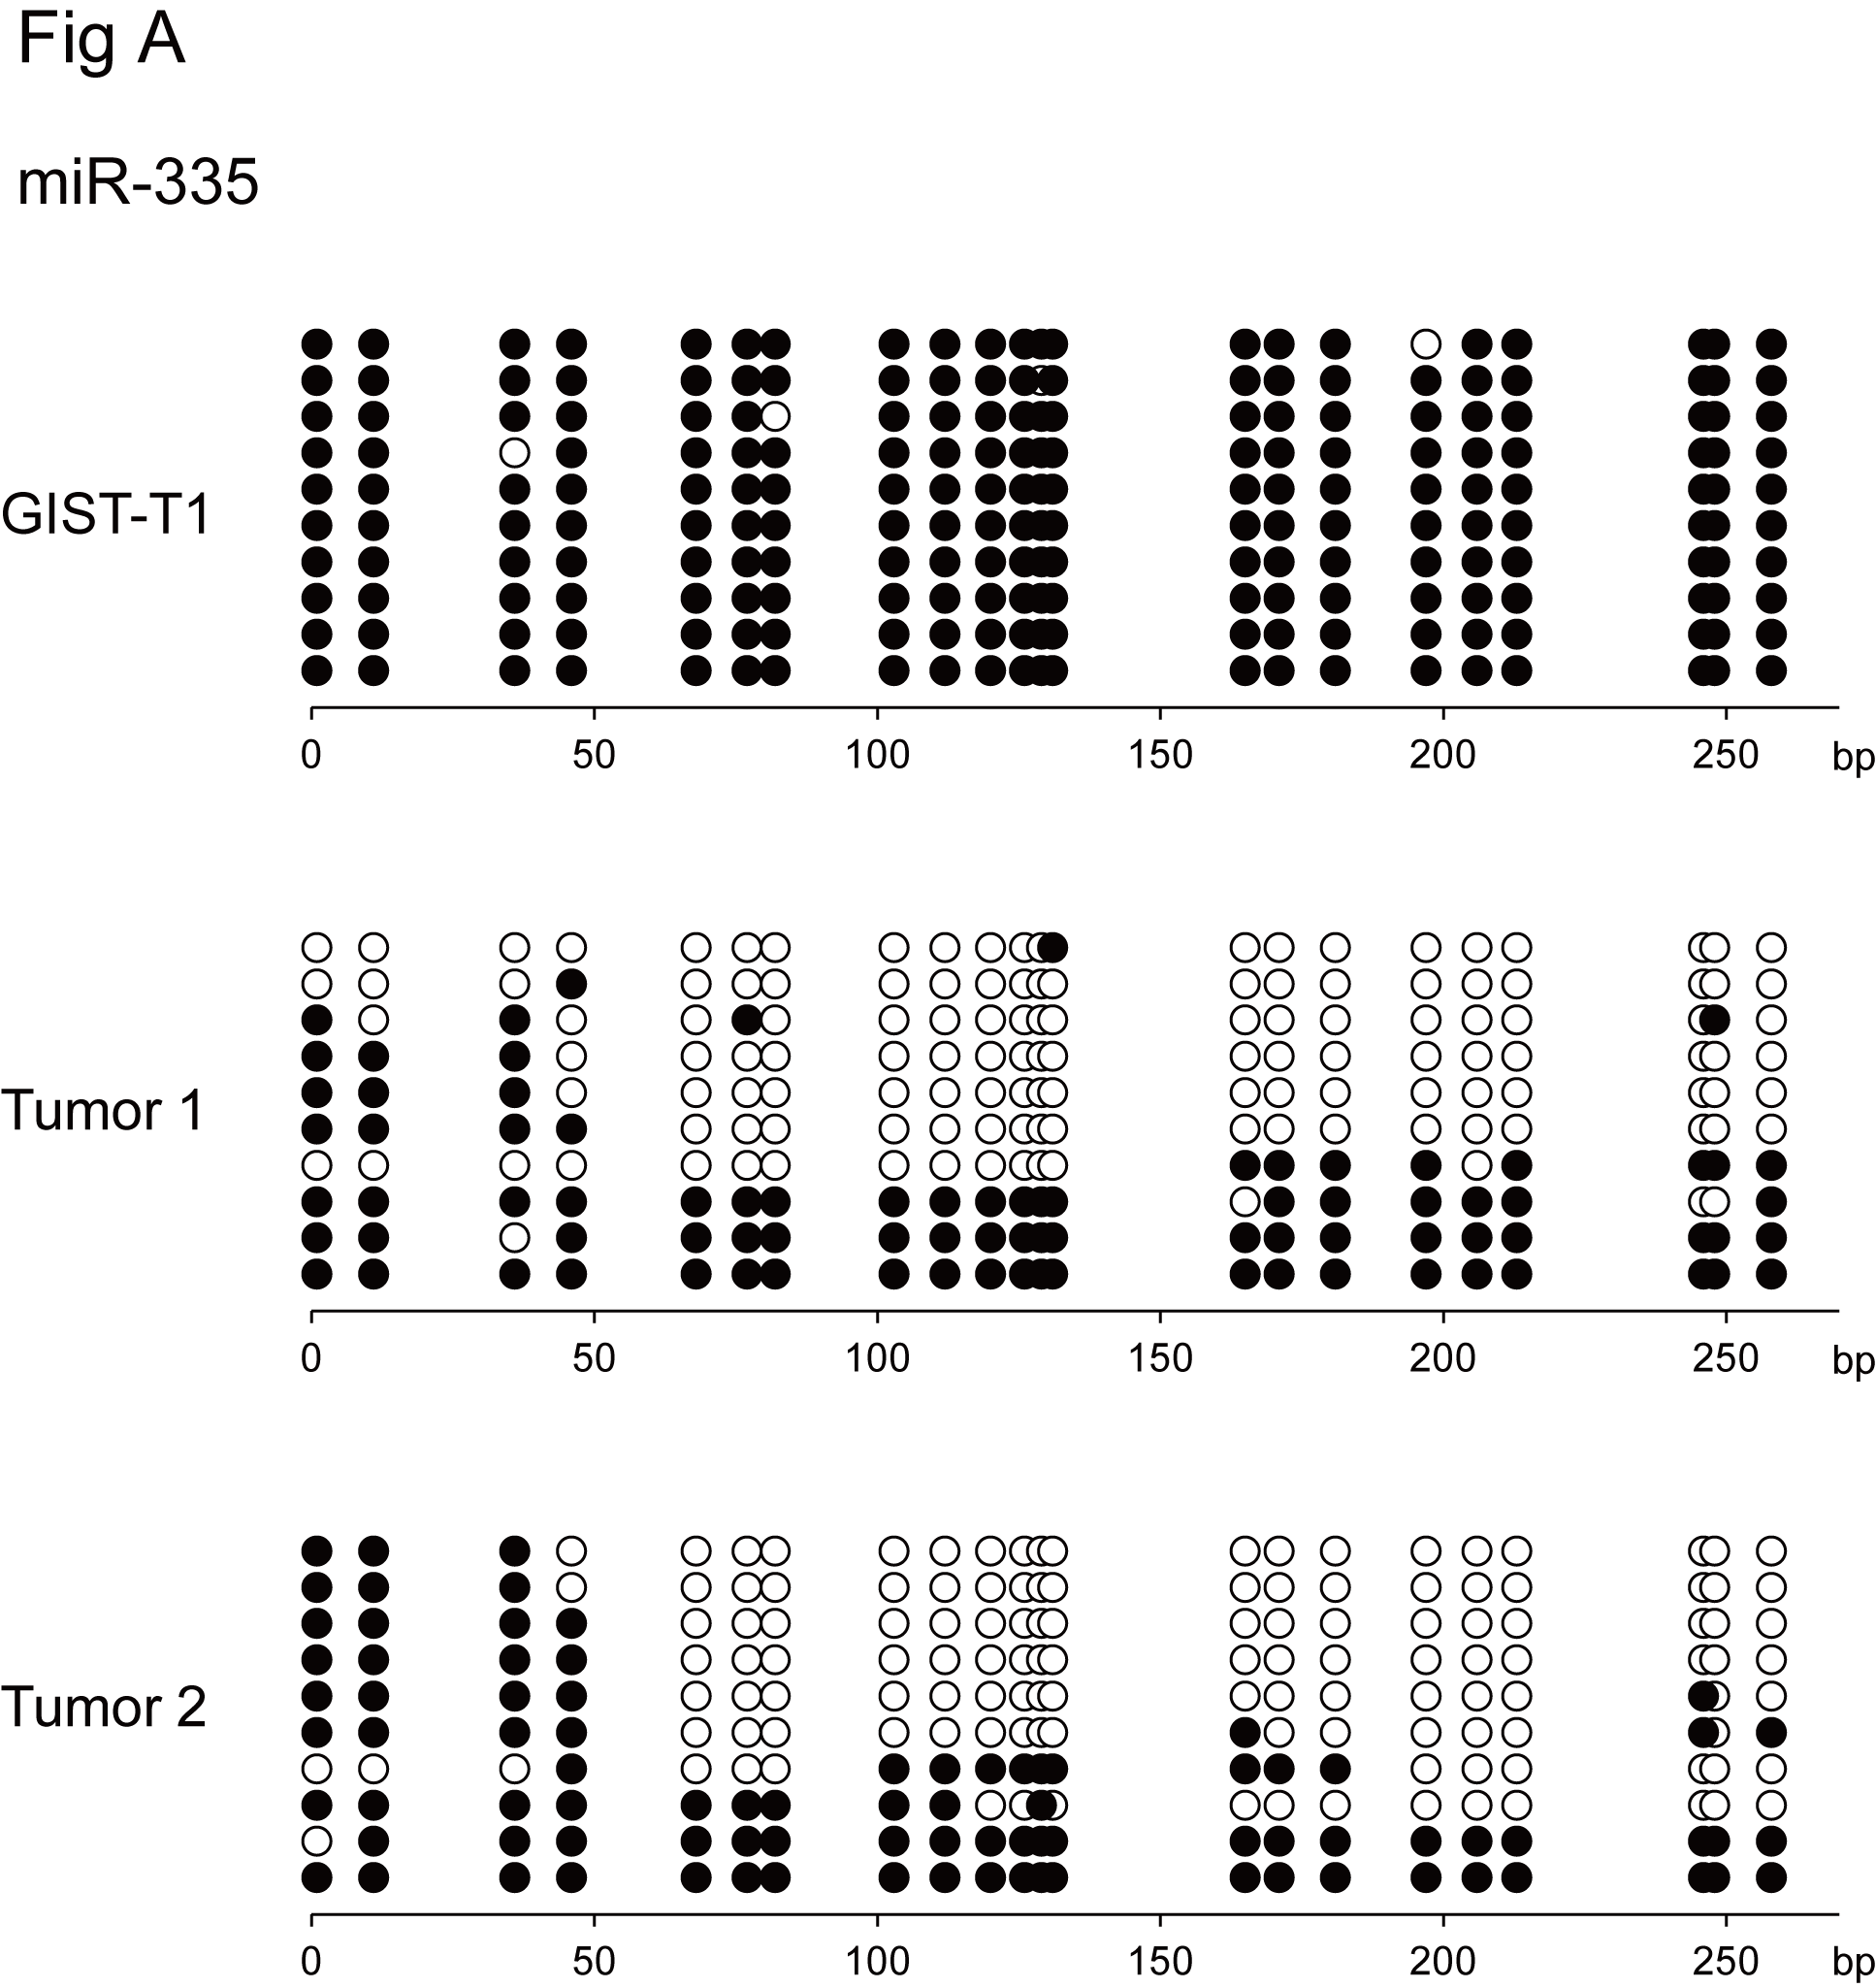

**Fig A**

Representative bisulfite sequencing results for the CGI in the miR-335 gene promoter in GIST-T1 cells and primary GIST specimens. Open and filled circles represent unmethylated and methylated CpG sites, respectively.

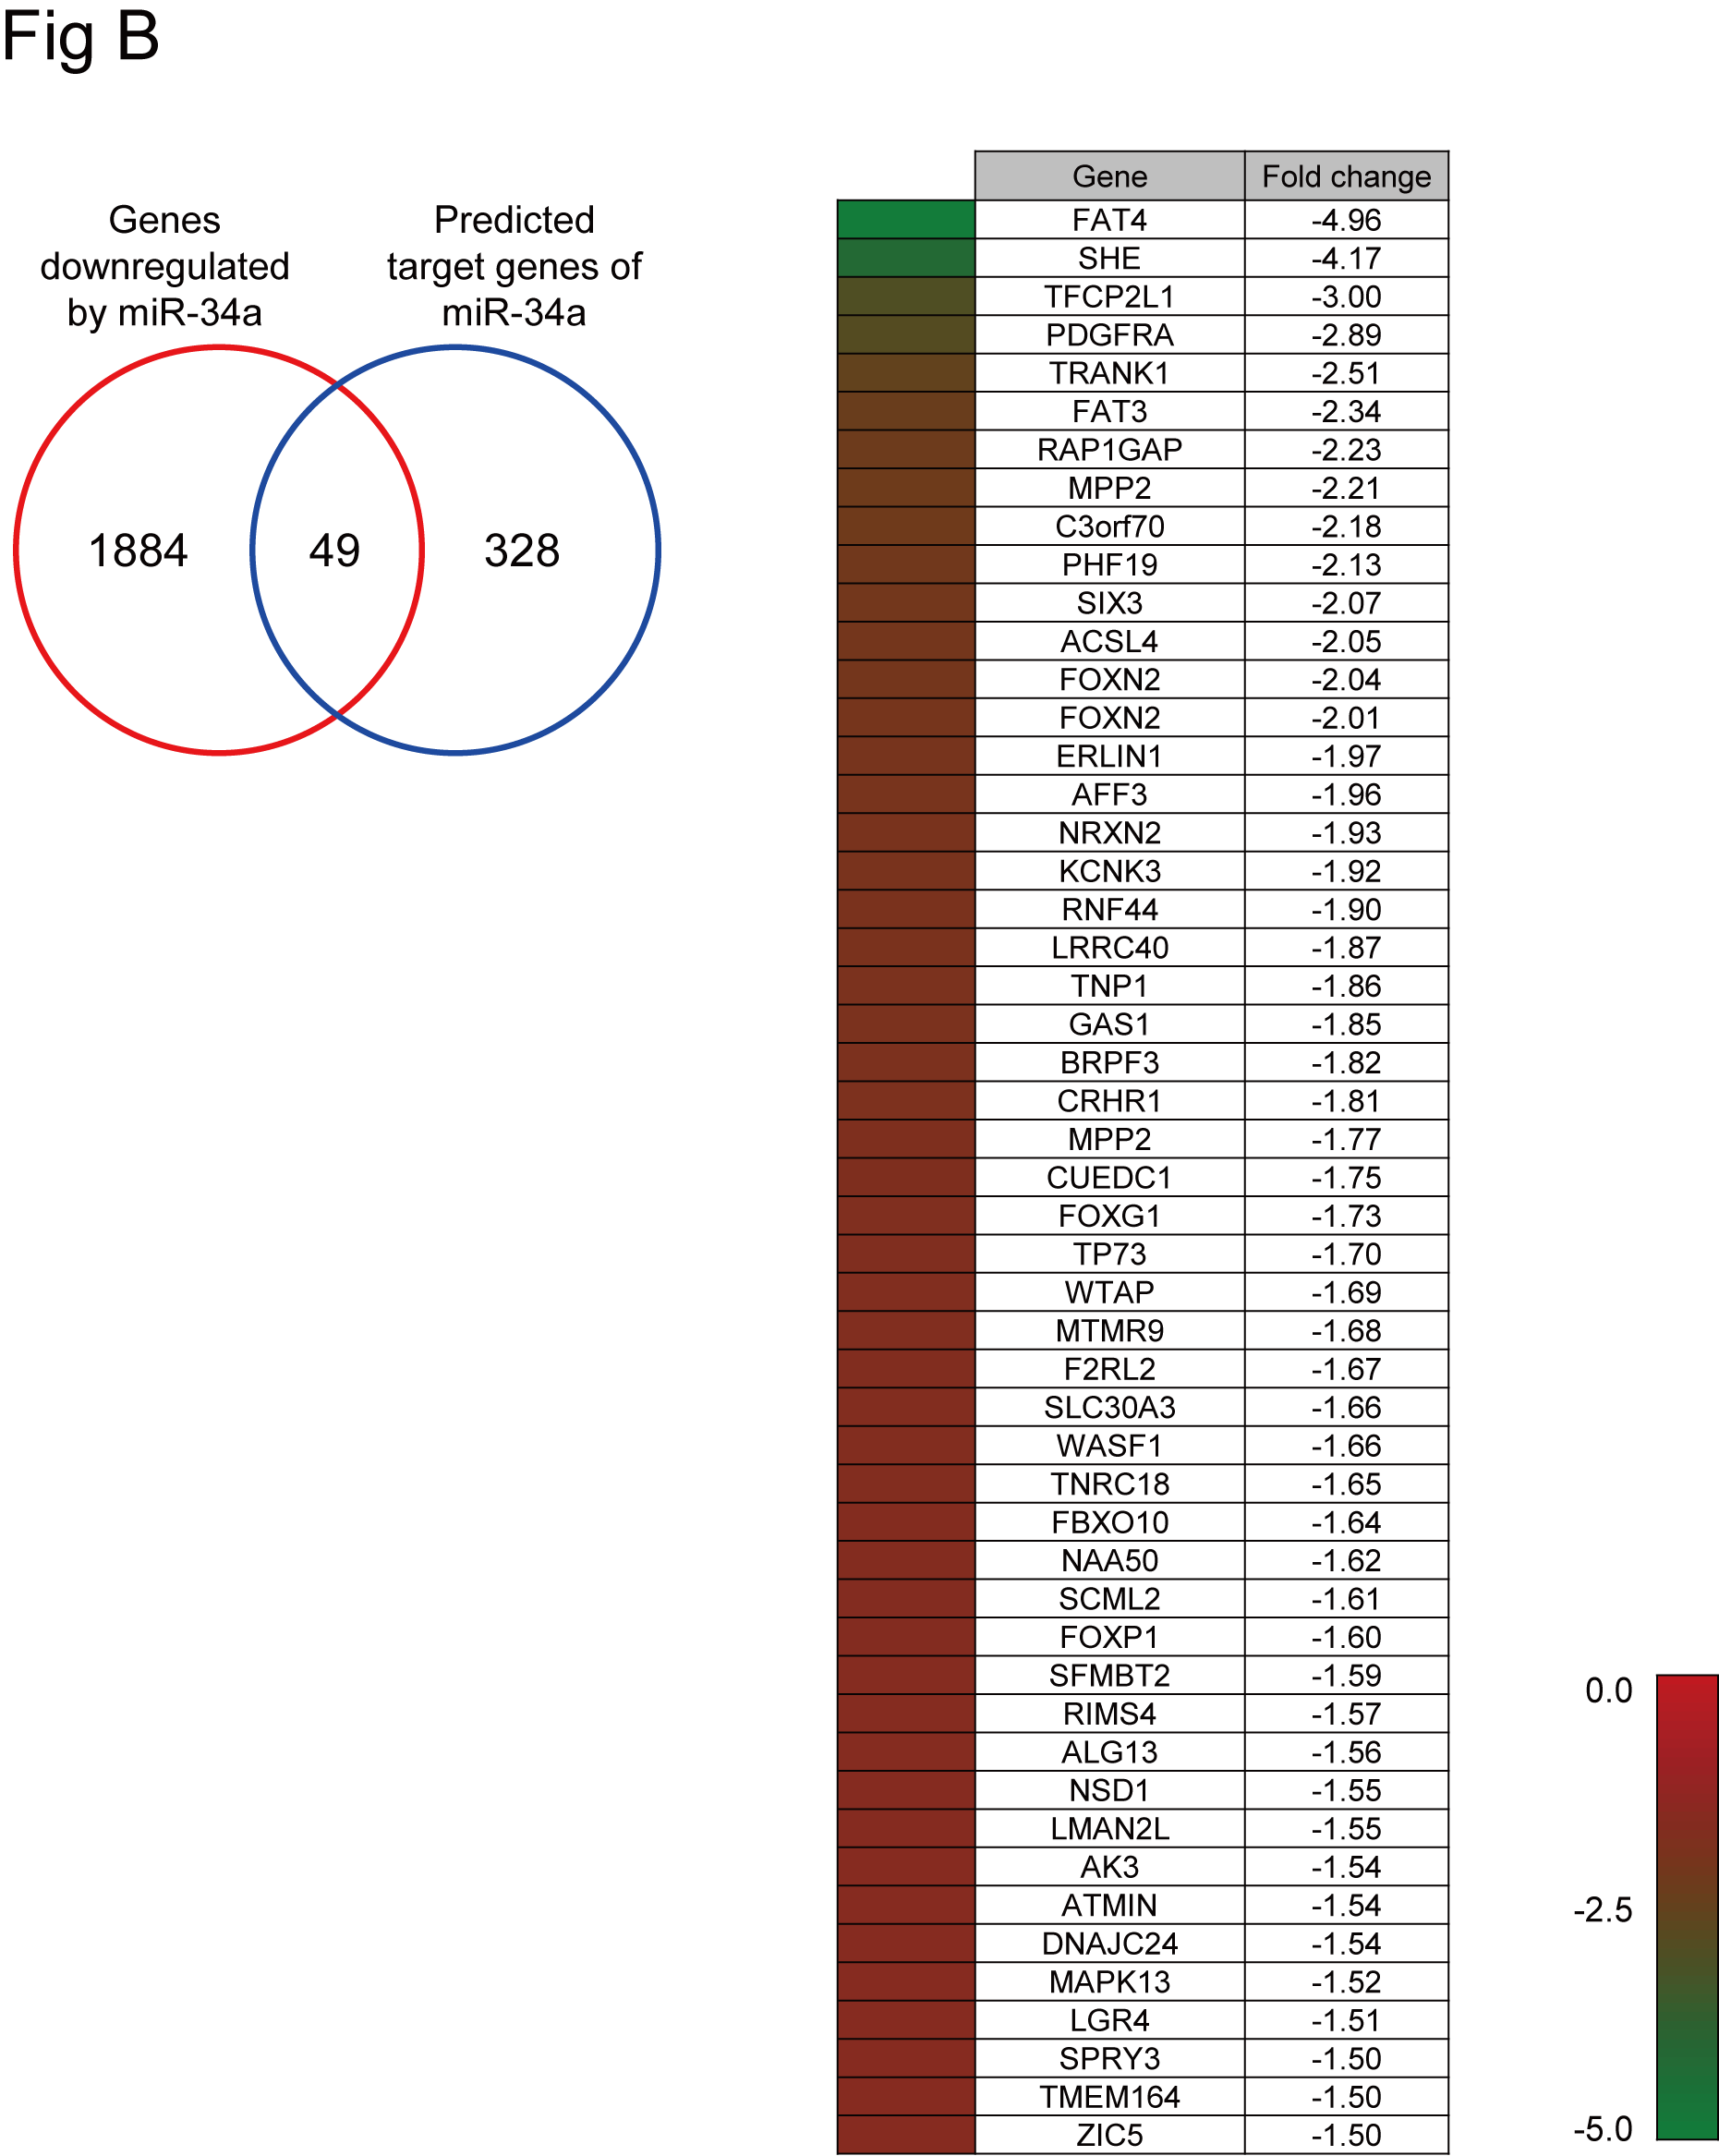

**Fig B**

Venn diagram for genes downregulated by ectopic miR-34a expression in GIST-T1 cells (>1.5-fold) and predicted miR-34a target genes. Downregulated target genes are listed on the right.

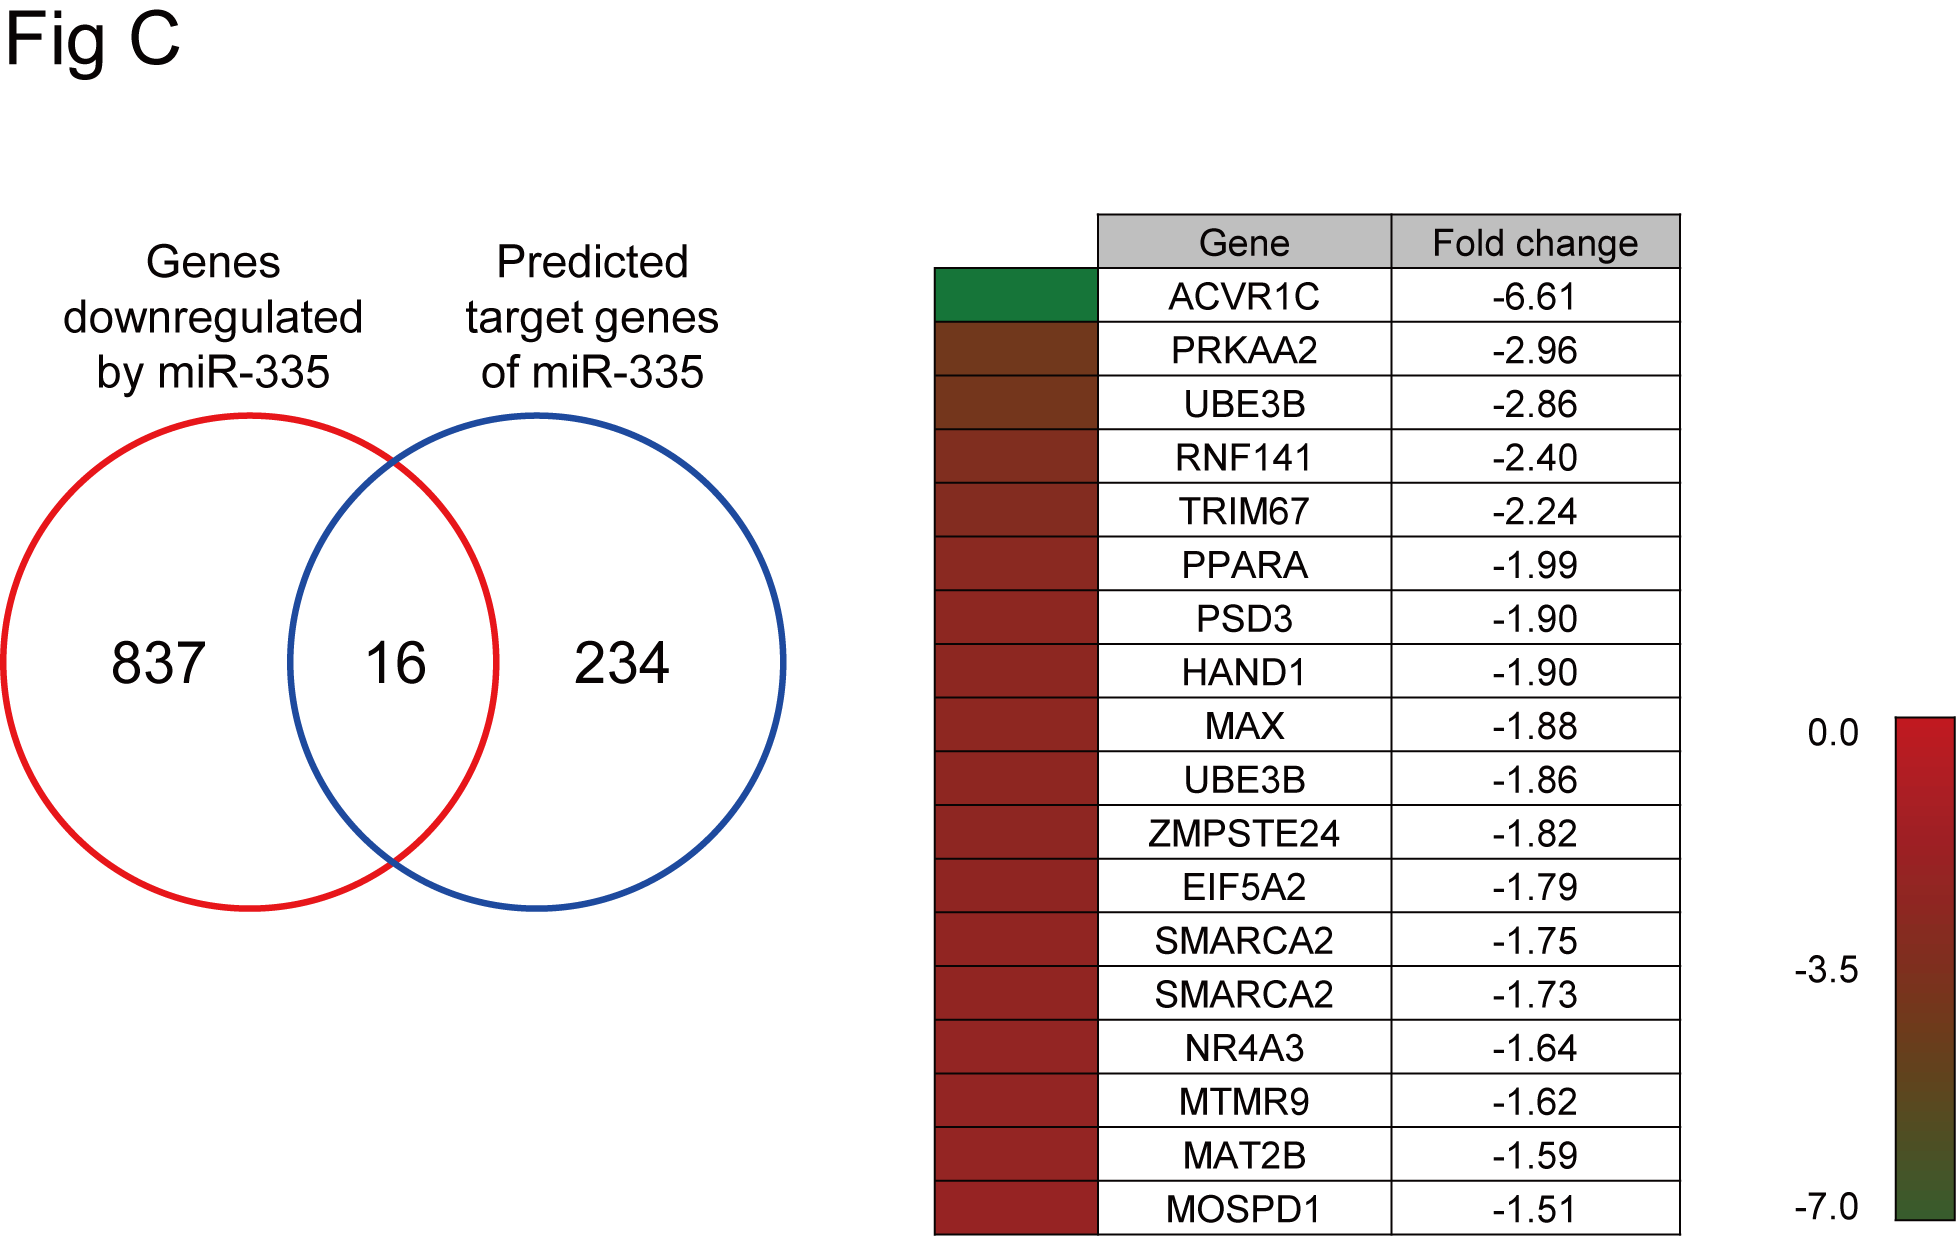

**Fig C**

Venn diagram for genes downregulated by ectopic miR-335 expression in GIST-T1 cells (>1.5-fold) and predicted miR-335 target genes. Downregulated target genes are listed on the right.

How the deposited data were processed for this re-analysis (not part of the article)

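Gene expression was compared in GIST-T1 cells between a miR-34a mimic and a negative control RNA, with 2 arrays per condition. The conditions and replicates were taken from the sample labels and the methods.

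The authors deposited, for each array, the intensity of every spot as extracted by Agilent Feature Extraction 10.7.3.1: the processed signal, after background subtraction and removal of spatial trends, the raw mean and local background intensity, and flags for spots well above background, saturated or outlying. The authors also deposited a table of the processed intensity of all arrays, whose values were within 0.5% of those in the scanner output, and 0 of its columns belonged to no mapped sample. The deposited intensity values were not scaled between arrays. All 4 arrays share 1 slide and 1 scan, so that neither could be used as a block.

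Control spots and spots with an outlier flag (293 and 317 on the miR-34a mimic arrays, 326 and 424 on the negative control arrays, of 58717 spots each) were left out, 0 spots were saturated on any array, and spots of one probe were averaged. The log2 processed signal was shifted by the 75th percentile of the array. Tests used limma 3.58.1 (lmFit and eBayes) in R 4.3.3 with data.table 1.17.8 and Benjamini-Hochberg adjustment over the 21474 probes, with 16192 gene names, that were well above background on both arrays of at least 1 condition. The fold threshold of 1.5 is the paper's. The text of the paper names neither the scaling between arrays nor a filter on dim probes, and its statistics section names t tests for continuous variables in general, with no test for the arrays. Gene names and hg19 positions are those of the array's annotation. Of the 50599 probes, 31443 carried a name or accession found in a RefSeq gene table, 28174 of them by accession, and the other probes kept the name in the files.

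The number of probes well above background was 21816 and 21164 on the miR-34a mimic arrays and 21844 and 22890 on the negative control arrays, and the SD of the log2 difference between replicates over the tested probes was 0.337 for the miR-34a mimic and 0.29 for the negative control. The number of arrays limits the precision. Because 41.8% to 45.2% of the probes were detected, the 75th percentile over the detected probes was added as an alternative after the data were seen.

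The mapping of the arrays, the tests, the gene lists, the rule for named genes and the alternatives listed next were chosen before the data were examined. These alternatives were normexp background correction (offset 50), quantile normalization, no filter on dim probes, only probes well above background on all 4 arrays, the authors' table of all arrays, the replicate number as a block, a variance trend in eBayes, the methods' t-test, leaving out each array in turn, and for gene lists fry and camera with an estimated correlation. The filter that keeps probes well above background on at least 1 array was added after the data were seen. It was picked from 18 settings that were run while looking for the paper's count of probes, because its count lay nearest to that count, so its closeness is not evidence that it is the authors' method.

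The rule for named genes was PDGFRA, KIT and the other genes of Fig 5A with every probe, the genes of Fig B in S1 File as a tally, genes the paper names for other experiments, and the 5 largest decreases and 5 largest increases at an adjusted p under 0.05. By limma as planned the last part names 0 genes (5222 probes had an unadjusted p under 0.05), so it was applied to the fit with the variance trend, a choice made after the values were seen. The 9 gene lists were histones, epidermal genes, GPI-anchored protein genes, sarcomere genes, homeobox and fork head genes, proliferation genes, p53 target genes, interferon-induced genes and often-studied miR-34a targets. ULBP2, FOXP1, FOXM1 and CCNE2 are each on more than 1 list. Members were matched by symbol patterns, so some lie outside the class that names their list. The planned test of miR-34a seed sites in 3' UTRs was not run because 3' UTR sequences were not used here. Sites in the probe sequences were examined in its place, which was decided after the data were seen.

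The calculations were tested on simulated data, with the variance of each probe drawn from the distribution that limma fitted to the real arrays. The simulated errors did not depend on the signal intensity and were not correlated between genes. The results below therefore do not show how the tests behave under such a trend or correlation. Of 200 changed probes among 21453, 122 (61%) were called at an adjusted p under 0.05, 5 unchanged probes were called, camera called the planted list and 0 of 20 unchanged lists, and the planted 7-mer ranked 1 of 11542, where a 7-mer with nothing planted ranked 6234.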

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

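The tests of a faulty probe and of scaling for KIT, and of fewer dividing cells for the histones, were chosen only after the result was seen.

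KIT, which the paper does not report for these arrays, was lower after the miR-34a mimic on each of its 3 probes, with log2 differences of -0.70, -0.74 and -0.70 (adjusted p = 0.0948 by limma for each), 1.62-fold, 1.67-fold and 1.63-fold lower. Both miR-34a mimic arrays lay below both negative control arrays on each probe. The adjusted p of the probe with the highest signal ranged from 0.00705 to 0.357 over the alternatives, the highest with an array left out, where only the other condition gives the spread. A single faulty probe is argued against, since 3 of 3 probes were lower by more than 1.5-fold. Scaling between arrays as the whole cause is argued against too, since the smallest decrease of a KIT probe over the scalings and normexp background correction was -0.47, under normexp, beyond its spread between replicates. KIT lies near PDGFRA on chromosome 4, but the other 34 genes within 3 Mb had a median log2 difference of 0.039 and 0 of them were lower by more than 1.5-fold, which argues against a change of the whole region. Lower ETV1 mRNA is argued against as well, since the largest decrease among its 4 probes was -0.073. ETV1 protein was not measured, so lower ETV1 protein stays open. A hypothesis that stays open is that the miR-34a mimic lowers KIT mRNA, directly or through other genes. No test separated these routes, and with 2 arrays against 2 a difference between the transfected cultures that is unrelated to the mimic was not tested.

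The histone genes, which the text of the paper does not discuss although S3 Table lists nucleosome terms, were lower as a list after the miR-34a mimic. Of 73 genes, 67 were lower and 15 were lower by more than 1.5-fold, with a median log2 difference of -0.35 (adjusted p = 1.47e-15 by camera, 0.00758 by fry and 0.171 by camera with an estimated correlation). By limma 46 were called adjusted over the list alone and 0 over all genes. The highest median over the scalings and normexp background correction was -0.30, under normexp, and after regression on GC content and mean signal of the probes the median was -0.34, which argues against scaling, the background correction and these probe properties as the whole cause. Fewer dividing cells may contribute: the 40 proliferation genes had a median of -0.18, with 37 lower (adjusted p = 6.05e-09 by camera, 0.0043 by fry and 0.171 with an estimated correlation). By limma 10 of these were called adjusted over the list alone and 0 over all genes. Histone probes can also bind transcripts of near-identical histone genes, so the number of genes that changed is uncertain, and this was not tested.

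The interferon-induced genes, which the paper does not discuss, were higher as a list. Of 19 genes, 14 were higher and 3 were higher by more than 1.5-fold, with a median log2 difference of 0.25 (adjusted p = 0.00376 by camera, 0.00542 by fry and 0.171 by camera with an estimated correlation). By limma 9 were called adjusted over the list alone and 0 over all genes. The lowest median over the scalings and normexp background correction was 0.16, under normexp, and the lowest with an array left out was 0.20, which argues against scaling, the background correction or a single array as the whole cause. A candidate explanation is a response to transfected double-stranded RNA that differed between the mimic and the control, for which the list was chosen. No value beyond the list's own bears on it, so it stays open. Untransfected cells were not analysed here, so a response common to both RNAs would not be seen.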

How the results depend on the processing

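Chosen only after the data were seen were the filter of at least 1 array, the 75th percentile over detected probes, the count restricted to genes named in RefSeq and the test of seed sites in probe sequences.

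The count of lower probes (1030), of their gene names (995) and of higher probes (453) depended on the filter and the background correction. Under normexp they were 185, 176 and 68. Without a filter on dim probes they were 6823, 6359 and 2070, and with only probes detected on all 4 arrays 512, 492 and 285, where the filter itself sets which probes are counted. Quantile normalization gave 775 lower probes and 749 gene names, and 702 higher probes, so that 52.5% of the changed probes were lower against 69.5%. Of the 18 filter settings run while looking for the paper's count, which ranged from 512 to 7263 lower probes, the filter of at least 1 array was kept because it lay nearest, with 2628 lower probes, 2542 gene names and 789 higher probes. Counting only gene names in RefSeq gave 663 lower genes. With an array left out, 1 condition has a single array, which is assumed to vary like the arrays of the other condition, and only that condition gives the spread. With each array left out in turn, the counts ranged from 990 to 1421 lower probes, 960 to 1374 gene names and 527 to 567 higher probes. Normexp was run with an offset of 50, while the 75th percentile of the signal was 142.4 to 147.1 on the arrays. Such an offset shrinks the folds of dim probes by construction. How much of the change under normexp comes from the offset was not tested.

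At an adjusted p under 0.05 by limma and more than 1.5-fold, 0 lower and 0 higher probes were called, against 559 and 329 at an unadjusted p under 0.05. Normexp gave 85 and 43 and a variance trend 190 and 131. The methods' t-test gave 292 and 209 at its unadjusted threshold and 1 and 0 after adjustment. Simulated changes were called at this number of arrays, but with errors simpler than the real ones. The cause of the 0 counts was not tested.

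PDGFRA kept its direction under all 14 alternatives, from -1.60 to -1.47. Its adjusted p by limma fell below the threshold of 0.05 under normexp (-1.503, adjusted p = 0.00959) and with a variance trend (-1.53, adjusted p = 0.00472), and ranged from 0.00472 to 0.357, where the highest values come from fits with a single array in 1 condition. KIT also kept its direction on its 3 probes, with adjusted p values by limma below 0.05 under these 2 alternatives and above it under the other 11, of which 4 leave out an array.

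Medians of gene lists were less stable where the median was small. The GPI-anchored list passed the threshold under normexp (-0.078), quantile normalization (-0.094), detection on all 4 arrays (-0.10) and fry (-0.10). It also passed without negative control 2 (-0.14), where only the miR-34a mimic arrays give the spread. With each array left out it ranged from -0.16 to -0.11, and its adjusted p over all alternatives from 0.00978 to 0.883. The homeobox and fork head list reversed under quantile normalization (0.0098) and with detection on all 4 arrays (0.011), passed under fry (-0.011), and had a median of -0.011 with its 5 genes dim in 1 condition taken at their bound. The sarcomere list reversed without a filter (-0.12) and with the filter of at least 1 array (-0.040). The epidermal list passed with the filter of at least 1 array (-0.14), and the p53 target list under fry (-0.12). The cause was not tested for these lists. With an estimated correlation, camera no longer called the histones (-0.35), proliferation genes (-0.18), interferon-induced genes (0.25) and often-studied miR-34a targets (-0.51), with medians unchanged by construction. These 4 lists kept their direction and their call under the other 14 alternatives.

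The correlation of replicate 1 minus replicate 2 differences between the conditions was -0.028, so the arrays share only a number. With the replicate number as a block, 1028 probes and 993 gene names were lower, and PDGFRA had a log2 difference of -1.53 (adjusted p = 0.223 by limma). A slide block was not possible because the arrays share 1 slide. Signal over background limits what dim probes can show: 248 of the 1030 lower probes were dim on both miR-34a mimic arrays and have only a bound, and 159 of these were lower by more than 1.5-fold at the bound.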

Differences from the paper's values

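Among the settings compared with the paper here, the filters on dim probes other than those planned, and the restriction to RefSeq names, were chosen only after the result was seen.

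The paper reports 2,621 probes lower by more than 1.5-fold, and 1030 were found here. All of the alternatives set before the data were examined differ from the paper by more than 1.5 times: 185 under normexp, 775 under quantile normalization, 6823 without a filter, 512 with detection on all 4 arrays, 1040 with the authors' table, 1028 with a replicate block and 990 to 1421 with an array left out. In 18 filter settings run while looking for the paper's count, the counts ranged from 512 to 7263, and 4 lay within 1.5 times the paper's. The nearest, 2628 with probes well above background on at least 1 array, was chosen after seeing the values because it lay nearest, and nothing in the paper's text says that this filter was used. The other 3 gave 2852 (signal over percentile 30 on all arrays), 2006 (over percentile 50 on all arrays of a condition) and 1846 (over percentile 40 on all arrays).

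The paper reports 1,933 unique genes among these probes, and 995 gene names were found here. Of the alternatives set before the data were examined, only the one without miR-34a mimic replicate 1, with 1374, is within 1.5 times the paper's value, and the others are not. The same 4 filter settings chosen after seeing the values gave 2542, 2747, 1940 and 1793 gene names, and the first of them gave 1385 when only names in RefSeq were counted. Each of these 4 settings lay within 1.5 times both of the paper's counts, and none of the 18 matched both exactly: the one nearest in probes gave 2542 gene names, and the one nearest in genes, with 1940, gave 2006 probes.

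For FAT3, Fig 5A prints about 2.3-fold, read by eye, and the probe with the highest signal gave 0.95 here, where a value under 1 is an increase. None of the alternatives set before the data were examined brought this probe to the paper's value. The other FAT3 probe, detected on 1 of 4 arrays, gave a signal ratio of 2.35, and 0.97 without negative control 1.

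For PHF19, Fig 5A prints about 2.1-fold, read by eye, and the probe with the highest signal gave 1.08 here, with no alternative set before the data were examined reaching the paper's value. The other PHF19 probe, annotated to a different transcript and also detected on all 4 arrays, gave 2.14.

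SHE and TRANK1 are among the most decreased target genes in Fig 5A. Here each was detected on 1 negative control array only. Their signal ratios, taken without regard to background, were 4.19 and 2.52, and became 1.04 without negative control 1 and 0.69 without negative control 2.

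The paper counts all 49 genes of Fig B in S1 File as lower. Here 34 were lower by more than 1.5-fold, 6 were tested and not lower, and 9 did not pass the filter on dim probes. Of the alternatives set before the data were examined, the one without a filter gave 48, the authors' table and the replicate block 34 each, quantile normalization 27, detection on all 4 arrays 29, normexp 14, and leaving out an array 28 to 33. With the filter of at least 1 array, chosen after seeing the values, 48 were lower. The remaining gene, RNF44, was 1.36-fold lower.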

Other observations

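Chosen only after the result was seen were the tests of dim probes, of a single array and of scaling for the balance of lower and higher probes, both tests of the bright spots, the search for seed sites in probe sequences (its expected rank was written before the ranking was made) and the fit used to name the largest changes.

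More probes were lower than higher after the miR-34a mimic, 69.5% of those changed by more than 1.5-fold. With the 75th percentile shift, dim probes as the whole cause are argued against, since among changed probes well above background on all 4 arrays 64.2% were lower. Whether scaling between arrays accounts for the excess stays open: after quantile normalization 52.5% were lower, and 51% among probes detected on all 4 arrays, whereas 70.4% were lower with the percentile over detected probes and 73.1% under normexp. Quantile normalization forces the arrays to one distribution, so a true general decrease would be removed with it. Of the 2628 lower probes under the filter of at least 1 array, 1536 (58.4%) were detected on a single array, and 1199 of these (78.1%) on negative control 2, against 321 on negative control 1, 16 on miR-34a mimic 1 and 0 on miR-34a mimic 2. Whether negative control 2 reads higher near background stays open too. It had the most probes detected on it alone, 1465 against 489 on negative control 1. Its median signal over all probes was the highest, 13.7 against 11.1 on negative control 1 and 10.6 and 8.4 on the miR-34a mimic arrays. Its 75th percentile was the lowest, 142.4, so the shift raised its dim probes further. Against this, its negative control spots had a median signal of 3.74, with 3.73 on negative control 1 and 3.57 and 3.76 on the miR-34a mimic arrays. Without negative control 2, 1664 of the 2628 were still lower by more than 1.5-fold.

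Seed sites were looked for in the 60-base probe sequences, which cover a small part of a transcript. The 98 tested probes that hold the miR-34a seed 7-mer CACTGCC had a median log2 difference of -0.11 against -0.007 for the others, and 69 were lower. Over the 14 alternatives the median stayed below 0, from -0.12 to -0.070. By median the 7-mer ranked 60 of 11543 7-mers from the lowest, which is in line with direct action of the mimic on transcripts that hold the site. After adjustment for GC content and signal it ranked 127. Ranked by a z score, which weighs the number of probes, it was at 241, and its reverse complement, which the mimic would not bind, was at 290, so by this measure the site strand does not stand apart. By median the reverse complement ranked 885. The other site type, ACTGCCA, had a median of -0.108 over 76 probes. It ranked 83 by median and 28 after the adjustment, but 916 by z score. The 26 probes with the longer 8-base site had a median of -0.089, a smaller decrease than that of the 7-mer.

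The 25 often-studied miR-34a targets had a median log2 difference of -0.51, with 21 lower and 8 lower by more than 1.5-fold (adjusted p = 6.09e-07 by camera, 0.00758 by fry and 0.171 by camera with an estimated correlation). By limma 20 were called adjusted over the list alone and 0 over all genes. The 23 p53 target genes had a median of -0.12, with 13 lower (adjusted p = 0.491 by camera and 0.0278 by fry), with 7 called adjusted over the list alone and 0 over all genes.

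On negative control 1, 10 probes were more than 32-fold brighter than on every other array, against 3, 1 and 1 on miR-34a mimic 1, miR-34a mimic 2 and negative control 2. Of the 10, 8 lay within rows 122 to 133 and columns 110 to 118 of an array of 384 rows and 164 columns, so that 8 of 10 fall in one small area, which is consistent with a streak on the array surface. For the 6 of these genes that have other probes, the largest excess of another probe on that array was 0.03 on the log2 scale, which is in line with a local artifact on the array. They include probes of WDR5B, CEP350 and SLC9A8, named after their values were seen. No biological explanation was tested.

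In the fit with a variance trend, the largest decreases by the rule for named genes were in SNAR-F (-2.03), SNAR-H (-1.92), SNAR-A3 (-1.91), SNAR-D (-1.85) and SNAR-B2 (-1.76), and the largest increases in CRYM (1.94), SPEF1 (1.40), CCDC71 (1.38), VIPR2 (1.37) and RTDR1 (1.32). In the planned fit their adjusted p by limma was between 0.0948 and 0.106. The snaR genes are near-identical copies whose probes can bind each other's transcripts, so they count as 1 observation: 11 of 12 probes were lower, with a median of -1.64. No explanation was tested.

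Among genes the paper names for other experiments, EIF5A2 had a log2 difference of -0.22 (adjusted p = 0.338 by limma), ZMPSTE24 -0.17 (adjusted p = 0.218 by limma), and MAT2B 0.18 and -0.02 on its 2 probes (adjusted p = 0.238 and 0.898 by limma). MEST was not well above background on any array. No transcript named as the host of miR-34a was found among the probe names.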
